A study of Homo sapiens with 12 samples. Its data were reported in "SF3B1 homeostasis is critical for survival and therapeutic response in T cell leukemia" (2022).

How the data were processed

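RNA-seq was performed on CUTLL1 cells, a human T cell leukemia line, treated with the splicing inhibitor E7107 at 3 nM or with its solvent DMSO (vehicle). The 12 libraries fell into 4 groups of 3 replicates per the labels, namely DMSO for 1 hr and E7107 for 15 min, 30 min and 1 hr. No DMSO group was collected at 15 min or 30 min, so each E7107 group was compared with the DMSO 1 hr group and only the 1 hr comparison was matched in time. The descriptions of the libraries differ. Per the sample labels, they were poly(A)-selected, strand-specific (dUTP method) and sequenced as single reads, whereas the description of the series and the methods of the study name unstranded, paired-end libraries.

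The authors aligned reads to the human genome and counted them per Ensembl gene with HTSeq, and the gene coordinates in their tables matched build GRCh37. They compared each E7107 group with DMSO in edgeR and deposited 1 table per time point. The per-library values in these tables are in CPM, that is, read counts that the authors scaled to the total reads counted in genes of each library, without a further normalization factor. The deposited tables also give the authors' log2 fold change (E7107 over DMSO), their adjusted p-value, and calls of higher and lower genes. In the values, the deposited calls were the genes with an adjusted p-value under 0.01, a filter on low genes had been applied, and the method of adjustment was not stated. The DMSO values were identical in the 3 tables. The tables listed 13227 genes at 15 min, 13293 at 30 min and 15186 at 1 hr, with 13164 in all 3, and held between 99.676% and 99.827% of the reads counted in genes.

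Because CPM was scaled by 1 factor per library, whole reads could be recovered for 100.0% of the values. The reads counted in genes ranged from 42153553 to 77571982 per library, so that 1 read corresponded to between 0.0129 and 0.0237 CPM. This depth concerns counting error only, since reads were not marked with molecular identifiers.

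Each E7107 group was tested against DMSO with limma (lmFit, then eBayes with an intensity trend) on log2(CPM + 0.5), for genes with a mean CPM of at least 1 over the 6 libraries. Tests were two-sided, and a gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05 within a table. Differences between time points were tested in a joint limma fit of all 12 libraries over the 13038 genes that passed the same filter, with TMM factors from edgeR. The number of genes at an unadjusted p-value under 0.05 and the number of genes whose groups did not overlap were counted as well. Chance gives 10% of genes without overlap for 3 libraries against 3.

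The moderated statistics of 5 gene lists were compared with those of the other genes by cameraPR (preset correlation between genes of 0.01). Benjamini-Hochberg adjustment was over the 15 tests. As a second test, fry took each list without reference to the other genes. The median log2 fold change printed beside a camera p-value describes the list and was not itself tested by camera. The lists were DNA damage response (DDR) genes (161 symbols), U2 complex genes (12), immediate early genes (50), replication-dependent histone genes by symbol prefix, and single-exon genes by their exon length. Spearman's rho across genes was computed between genomic span and log2 fold change and also for each library against the DMSO mean. The rho values of 3 E7107 libraries were compared with those of 3 DMSO libraries by an exact permutation test, whose smallest possible p-value was 0.1. Because the comparisons share the DMSO libraries, the similarity between time points was set beside 100 simulated draws of unchanged groups measured against the same DMSO libraries.

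The genes named at each time point followed a rule. They were the 3 protein-coding genes with the most positive and the 3 with the most negative log2 fold change among genes with an adjusted p-value under 0.05, a mean CPM of at least 5 and no overlap between the groups. Genes central to the study were named at every time point whatever their values, namely CHEK2, SF3B1, ATM, ATR, CHEK1, FANCA, FANCG, FANCD2, GTF2H1, GTF2H2C and MYC. A further gene fixed in advance is not reported here. The groups, tests, lists, thresholds, this rule and most alternatives were fixed before the data were examined.

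The alternatives were pseudocounts of 0.1 and 1, no filter or a mean CPM of at least 5, removal of a trend with GC content (loess span 0.3) or with gene length, median centring, edgeR quasi-likelihood and likelihood ratio tests, DESeq2, the replicate number as a block, leaving out each library in turn, an adjusted p-value under 0.01, and a 1.5-fold minimum. Restricting the tests to genes with no other listed gene overlapping them on the opposite strand, alone and with GC correction, was chosen after seeing the data. So were all GC and opposite-strand alternatives for gene span and for differences between time points. GC content was computed from GENCODE transcripts lifted to GRCh37 and was available for 97.63%, 97.6% and 97.25% of the genes in the 15 min, 30 min and 1 hr tables. Overlap with a gene on the opposite strand was taken from the coordinates of the 15261 genes present in at least 1 deposited table, and overlap of exons from the GENCODE annotation.

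DMSO and E7107 libraries carry replicate numbers in the labels. Deviations of same-numbered libraries from their group means correlated at 0.167, 0.125 and 0.246 for replicates 1, 2 and 3 of DMSO and E7107 30 min, each above 0.1, so these libraries were treated as paired in that comparison when alternatives were considered. Nothing in the labels says what a number stands for. The other 2 comparisons did not pass 0.1 for every replicate.

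The steps were tested on simulated data with 200 genes changed 2-fold. All tools recovered 100% of them in the right direction, and the share of false calls was 4.76% for limma, 5.21% for edgeR quasi-likelihood, 7.41% for the edgeR likelihood ratio test and 7.41% for DESeq2. Genes called at 15 min and 30 min had a median absolute log2 fold change of 0.30 and 0.25. Recovery of such smaller changes was not simulated. These shares come from draws without a trend shared across genes. A simulated GC trend gave 4067 false calls in limma and 10 after GC correction. Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0) were used. Splicing was not analysed here, because the deposited tables hold values per gene only.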

Results

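To follow transcript levels during the first hour of splicing inhibition, CUTLL1 cells were treated with 3 nM E7107, a small molecule that binds SF3B1 in the U2 complex of the spliceosome, and polyadenylated RNA was sequenced. The data comprised 3 DMSO libraries collected at 1 hr and 3 libraries each after 15 min, 30 min and 1 hr of E7107. The reads counted in genes numbered 72616832, 62567542 and 58192097 in the DMSO libraries and 77571982, 77546036 and 71714321 in the E7107 15 min libraries. They numbered 76775464, 65473109 and 67798040 at 30 min, and 43780563, 42153553 and 52532614 at 1 hr, where every library was shallower than every other library. Values below are CPM as mean ± SD over 3 libraries, and log2 fold changes are E7107 over DMSO in limma.

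The 15 min comparison asked which transcripts move at once upon E7107 treatment, with the reservation that the DMSO libraries were collected at 1 hr. Of 13000 genes tested, 1330 were changed at a limma adjusted p-value under 0.05, with 504 higher and 826 lower, and 3710 had an unadjusted p-value under 0.05 where chance would give 650. The groups did not overlap for 33.85% of genes, against 10% by chance. The changes were small, with a median absolute log2 fold change of 0.30 among changed genes, and 1 gene passed 2-fold, EGR1, which was lower. Requiring a 1.5-fold change left 14 genes. The count also depended on single libraries, falling to 79 without DMSO replicate 2 and rising to 2672 without E7107 15 min replicate 3. The division into higher and lower genes depended on the scaling, with 978 higher and 829 lower after median centring and 1076 higher and 733 lower in DESeq2, and on GC correction, with 1760 higher and 1346 lower. In the authors' deposited table for 15 min, 686 genes were called higher and 600 lower at an adjusted p-value under 0.01.

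At 30 min, 3323 of 13100 genes were changed, 1671 higher and 1652 lower, and 5046 had an unadjusted p-value under 0.05 where chance would give 655. The groups did not overlap for 42.49% of genes. The median absolute log2 fold change among changed genes was 0.25, and 52 genes were changed at least 1.5-fold. More genes were higher than lower in edgeR quasi-likelihood (2043 and 1508), the edgeR likelihood ratio test (1806 and 1152) and DESeq2 (2113 and 1685). Without DMSO replicate 2 the count was 1269, without DMSO replicate 1 it was 1803, and without E7107 30 min replicate 2 it was 1987. With the replicate number as a block and GC correction, 5109 genes were changed, of which 3186 were among the 3323. In the authors' deposited table for 30 min, 1209 genes were called higher and 549 lower.

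In the time-matched comparison at 1 hr, 6465 of 14473 genes were changed, 2705 higher and 3760 lower, and the groups did not overlap for 55.46% of genes. That balance depended on the processing, with 3283 higher and 1322 lower under GC correction, 3694 and 3351 with length correction, 3119 and 2906 in edgeR quasi-likelihood, and 2991 and 2946 in DESeq2. The lower genes moved little, with 0 of them at 2-fold and 26 at 1.5-fold, while 1720 higher genes passed 2-fold and 1384 passed 4-fold. Of the genes at least 4-fold higher, 94.65% overlapped a gene on the opposite strand, against 43.51% of all genes tested, and 1048 of the 2705 higher genes were annotated as antisense. At 15 min and 30 min, the corresponding shares of the higher genes were 39.88% and 38.30%, compared with 84.77% at 1 hr. Among the 8176 tested genes with no such overlap, 2831 were changed, 401 higher and 2430 lower. The genes lower at 1 hr had a median GC content of 57.65%, against 48.63% for the genes tested. With GC correction and away from opposite-strand genes, 947 of 7961 genes were changed, 626 higher and 321 lower, and 658 of them were also changed without either restriction. In the authors' deposited table for 1 hr, 3245 genes were called higher, of which 2690 overlapped an opposite-strand gene, and 2493 were called lower.

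**Figure D1:**
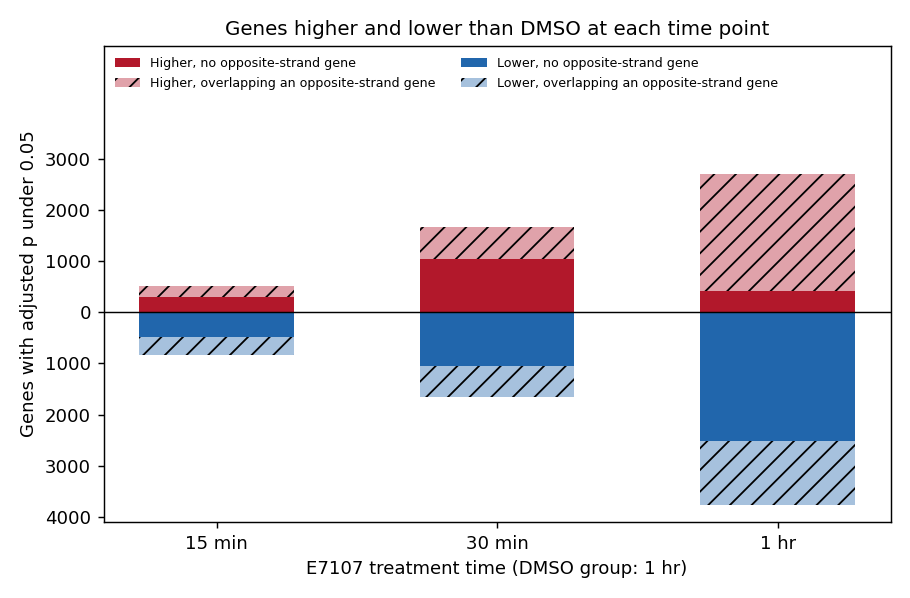
Number of genes with a limma adjusted p-value under 0.05 (vertical axis) that were higher (red, upward bars) or lower (blue, downward bars) than DMSO after 15 min, 30 min and 1 hr of E7107, with the hatched part of each bar showing genes that overlap a gene on the opposite strand. The hatched part makes up 39.88%, 38.30% and 84.77% of the higher genes at 15 min, 30 min and 1 hr.

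The make-up of the libraries differed between the groups. The 607 antisense genes present in all 3 tables took 0.472%, 0.485% and 0.496% of CPM in the DMSO libraries and between 0.419% and 0.442% in the E7107 15 min libraries. They took 0.432%, 0.431% and 0.604% at 30 min and 1.68%, 1.61% and 1.57% at 1 hr. Across 6912 protein-coding genes with no opposite-strand gene, the log2 ratio to DMSO correlated with GC content at a Spearman's rho of -0.44, -0.68 and -0.79 in the E7107 1 hr libraries. At 15 min (6846 genes), rho was -0.39, -0.36 and 0.40 for replicates 1, 2 and 3. At 30 min (6863 genes), it was 0.29, 0.22 and -0.27, and in DMSO, each library taken against the mean of the other DMSO libraries, it was -0.20, -0.09 and 0.22. These correlations are across genes, which are not independent replicates.

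**Figure D2:**
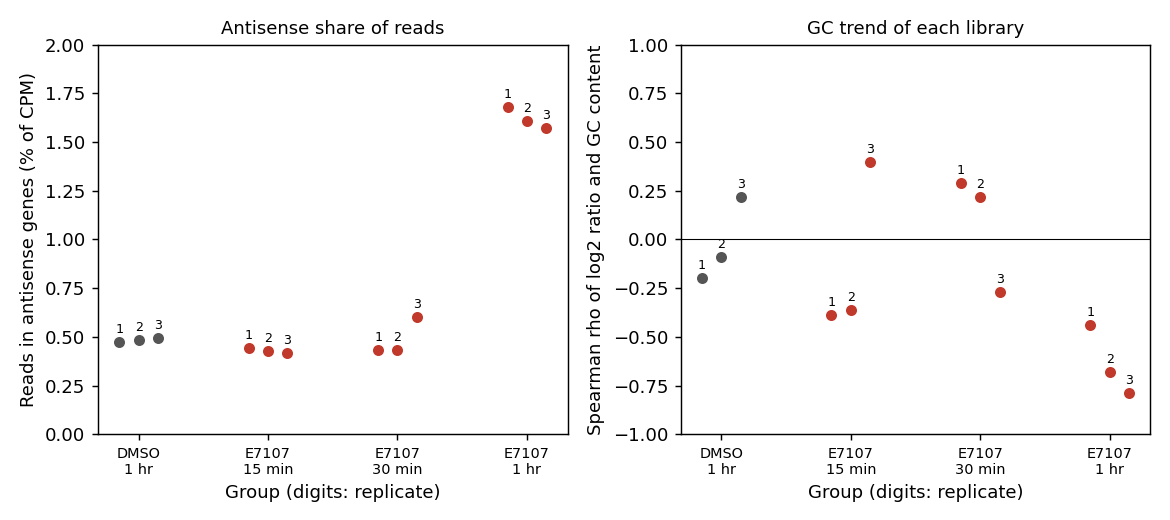
Left, percent of CPM in the 607 antisense genes present in all 3 tables. Right, Spearman's rho across protein-coding genes with no opposite-strand gene between GC content and the log2 ratio of a library to the DMSO mean (for a DMSO library, to the mean of the other DMSO libraries), where each point is 1 library, marked with its replicate number; the E7107 1 hr libraries lie at 1.57% to 1.68% antisense reads and at rho values of -0.79 to -0.44.

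The genes named by the rule at 15 min were PRKDC, TUBB and BCAS3 (higher) and EGR1, MT-ND5 and MT-ND6 (lower). EGR1 (ENSG00000120738, GRCh37 chromosome 5, 137801179 to 137805004) went from 27.9 ± 3.83 CPM to 11.7 ± 2.11 CPM (SD, n = 3), a log2 fold change of -1.22 (SE 0.12, limma adjusted p 0.00292), and was lower in 3 of 3 libraries than in any DMSO library. PRKDC (ENSG00000253729, chromosome 8, 48685669 to 48872743) went from 415 ± 38.6 to 618 ± 67.0 CPM (log2 0.57, SE 0.085), and TUBB (ENSG00000196230, chromosome 6, 30687978 to 30693203) from 1742 ± 48.8 to 2558 ± 144 CPM (log2 0.55, SE 0.05). BCAS3 (ENSG00000141376) had a log2 fold change of 0.55. The mitochondrial genes MT-ND5 (ENSG00000198786, 12337 to 14148) and MT-ND6 (ENSG00000198695, 14149 to 14673) had log2 fold changes of -0.79 (SE 0.067) and -0.65 (SE 0.11). MT-ND6 lost its call without DMSO replicate 2, with a limma adjusted p-value of 0.0508 and a log2 fold change of -0.67; over its alternatives the adjusted p-value ranged from 1.16e-06 to 0.0508.

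At 30 min, the rule named NAB2, HIVEP2 and HDAC5 (higher) and EGR1, EGR3 and CD69 (lower). EGR1 was at 7.85 ± 0.143 CPM (log2 -1.76, SE 0.085, limma adjusted p 2.00e-05, n = 3), below DMSO in 3 of 3 libraries. Its difference from 15 min was not called in the joint limma fit (log2 -0.56, limma adjusted p 0.116). NAB2 (ENSG00000166886, chromosome 12, 57482677 to 57489259), which lies opposite STAT6, rose from 12.3 ± 0.554 to 23.4 ± 1.99 CPM (log2 0.90, SE 0.069). HIVEP2 (ENSG00000010818) and HDAC5 (ENSG00000108840) had log2 fold changes of 0.82 and 0.75, EGR3 (ENSG00000179388) of -0.96 and CD69 (ENSG00000110848) of -0.87.

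At 1 hr, the rule named AC119673.1, AC015987.2 and SYNC (higher) and NAGLU, FLNA and RAVER1 (lower). The higher genes each lay opposite an expressed gene, with AC119673.1 (ENSG00000268313) opposite NUCKS1, AC015987.2 (ENSG00000236338) opposite MTPN and SYNC (ENSG00000162520, chromosome 1, 33145507 to 33169197) opposite RBBP4. Their log2 fold changes were 7.34, 7.13 and 6.65, and SYNC went from 0.889 ± 0.450 to 134.8 ± 14.7 CPM. NAGLU (ENSG00000108784), FLNA (ENSG00000196924) and RAVER1 (ENSG00000161847) had log2 fold changes of -0.67, -0.65 and -0.62, which were least negative, at -0.34, -0.32 and -0.29, among their alternatives. Over the alternatives, their limma, edgeR and DESeq2 adjusted p-values stayed at or below 0.00106, 0.0015 and 0.00435, with 3 of 3 E7107 libraries below DMSO for each gene.

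Transcripts central to the study moved little at these times. CHEK2 (ENSG00000183765, chromosome 22, 29083731 to 29138410) was at 56.3 ± 1.15 CPM in DMSO and at 56.9 ± 0.704, 55.3 ± 0.992 and 59.2 ± 1.01 CPM after 15 min, 30 min and 1 hr, with limma adjusted p-values of 0.856, 0.698 and 0.287 for log2 fold changes of 0.02, -0.03 and 0.07 (n = 3). SF3B1 (ENSG00000115524, chromosome 2, 198254508 to 198299815) was at 934 ± 7.73 CPM in DMSO and at 940 ± 13.7, 984 ± 25.4 and 924 ± 34.0 CPM upon E7107 treatment, and was not called changed. ATM, ATR, CHEK1 and GTF2H2C were not called changed at any time point, with log2 fold changes between -0.09 and 0.08. These genes, CHEK2 (opposite HSCB), FANCA and FANCD2 each overlapped a gene on the opposite strand, whereas SF3B1 did not. The E7107 1 hr libraries held more antisense reads, so reads of the opposite gene may have raised the 1 hr values. For the overlapping genes, a fall at 1 hr can thus not be excluded. FANCD2 (ENSG00000144554) was higher at 15 min and 30 min (log2 0.20 and 0.26, limma adjusted p 0.0339 and 0.00628, 3 of 3 libraries above DMSO). FANCA (ENSG00000187741) was lower at 15 min (log2 -0.23, limma adjusted p 0.0416). The calls of FANCD2 and FANCA at 15 min were each lost in 5 of the 6 fits that left out 1 library, with limma adjusted p-values of up to 0.182 and 0.159. GTF2H1 (ENSG00000110768) was lower at 30 min (log2 -0.22).

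With length correction, CHEK2, ATM, CHEK1, GTF2H2C, GTF2H1 and FANCA were called higher at 1 hr, at log2 fold changes of 0.19, 0.18, 0.14, 0.18, 0.13 and 0.19, and with GC correction FANCA was called higher at 1 hr (0.27), SF3B1 higher at 30 min (0.11) and CHEK1 lower at 30 min (-0.08). Without E7107 30 min replicate 3, CHEK1 and GTF2H2C were called lower at 30 min (-0.13 and -0.15), and without E7107 15 min replicate 3, FANCG was called lower at 15 min (-0.18). At 1 hr, MYC (ENSG00000136997, chromosome 8, 128747680 to 128753674) went from 82.1 ± 7.05 to 64.2 ± 3.22 CPM (log2 -0.35) and FANCG (ENSG00000221829, chromosome 9, 35073832 to 35080013) from 70.0 ± 4.37 to 55.6 ± 2.33 CPM (log2 -0.33). MYC was not called at 15 min and 30 min (log2 0.17 and 0.15) but was called higher under 8 and 9 of its 21 alternatives. FANCG was at -0.08 and was not called with GC correction away from opposite-strand genes.

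**Figure D3:**
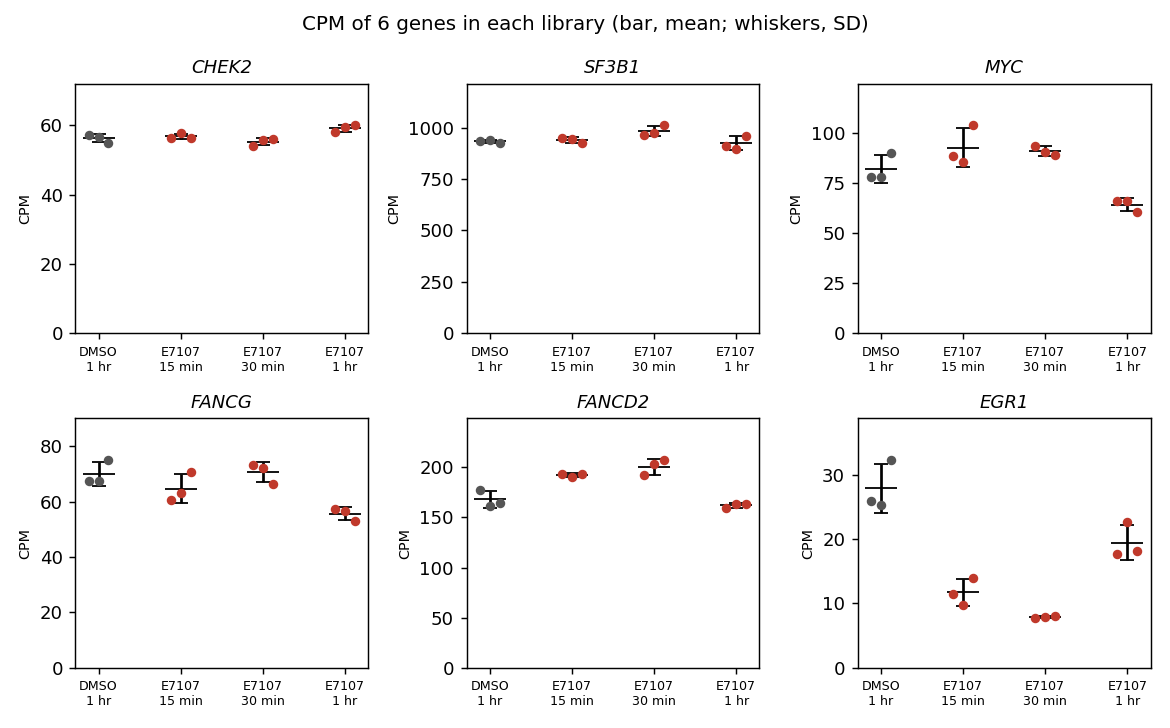
CPM (vertical axis, from 0) of CHEK2, SF3B1, MYC, FANCG, FANCD2 and EGR1 in each of the 12 libraries, with 1 point per library, a horizontal bar for the mean and whiskers for the SD of 3 replicates. CHEK2 stays between means of 55.3 and 59.2 CPM, while EGR1 falls from 27.9 CPM in DMSO to 7.85 CPM at 30 min.

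The preset DDR list, of which 156 or 157 genes were expressed, was ranked against the other genes with camera. That ranking alone does not show whether the list fell against DMSO. The median log2 fold change was -0.01 at 15 min, 0.00 at 30 min and 0.01 at 1 hr, and the sign at 15 min flipped to 0.03 under median centring, the edgeR tests and DESeq2. The camera adjusted p-values, from limma statistics, were 0.044, 0.204 and 0.052, and 0.835 at 1 hr away from opposite-strand genes. Fry, which takes the list without the other genes, gave adjusted p-values of 0.448, 0.252 and 0.237, so no fall of the list was called. At 15 min, the list ranked above the other genes, whose median over all genes was -0.04, and 1 of 3 E7107 libraries had a list median below every DMSO library while none lay above. That call was lost without DMSO replicate 3, E7107 15 min replicate 1 or E7107 15 min replicate 2 (list medians 0.00, -0.01 and 0.00), and the median was 0.01 without E7107 15 min replicate 3. With GC correction, the median was 0.03 and the call was also lost (camera adjusted p 0.0533). Of the DDR genes, 15 were higher and 2 lower at 15 min, 31 higher and 16 lower at 30 min, and 9 higher and 44 lower at 1 hr, and the number changed was 20, 47 and 52 when adjusted over the list alone. At 1 hr, the median was -0.03 without E7107 1 hr replicate 3, and the list passed the threshold without DMSO replicate 2 (median 0.01). With GC correction and away from opposite-strand genes, 3 DDR genes were higher and 1 was lower at 1 hr, of 86 tested. Under the same setting, 17 were higher and 9 lower at 15 min (86 tested), and 20 higher and 15 lower at 30 min (87 tested).

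The other lists were tested in the same way. The U2 list (11 genes expressed) had medians of 0.01, 0.09 and -0.28 at 15 min, 30 min and 1 hr, with camera adjusted p-values of 0.228, 0.147 and 0.183 from limma statistics and 6, 7 and 8 genes changed when adjusted over the list alone. Immediate early genes (42 expressed) had medians of 0.01, 0.01 and -0.23, with 1 gene higher and 9 lower at 15 min, 12 higher and 11 lower at 30 min, and 0 higher and 24 lower at 1 hr. The number changed was 10, 25 and 25 when adjusted over the list alone. Of 33 immediate early genes tested with GC correction away from opposite-strand genes, 9 were higher and 7 lower at 15 min. Under that setting, 12 were higher and 11 lower at 30 min, and 2 higher and 3 lower at 1 hr. At 1 hr, their list median was below DMSO in 3 of 3 libraries with a camera adjusted p-value of 0.023, and with GC correction the median was -0.07 and the call was lost. At 15 min, their median was -0.02 without DMSO replicate 1; at 30 min it was -0.02 without DMSO replicate 1 and without DMSO replicate 2, and the list passed the threshold in both of these fits and without E7107 30 min replicate 1 (median 0.00). Histone genes (9 expressed) had medians of -0.07, -0.14 and -0.12, none past the threshold, with 1, 1 and 0 genes changed when adjusted over the list alone. Single-exon genes had medians of -0.11 at 15 min (694 genes, camera adjusted p 0.00392) and -0.08 at 30 min (715 genes, 0.0252), below DMSO in 3 of 3 libraries each, and of 0.03 at 1 hr (900 genes, 0.00014), above DMSO in 2 of 3 libraries. At 1 hr, that median was -0.04 away from opposite-strand genes. At 15 min, the call was lost without E7107 15 min replicate 3 (median -0.10). Under fry, the calls for single-exon genes at 15 min and 1 hr and for immediate early genes at 1 hr held, and those for DDR genes at 15 min and single-exon genes at 30 min did not.

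The study mapped nascent transcripts and reported impaired elongation early after splicing inhibition. Here, log2 fold changes of polyadenylated RNA were compared with the genomic span of each gene. Nascent RNA was not measured in these libraries, so the comparison cannot decide whether elongation was impaired. In addition, the 15 min and 30 min values were set against DMSO collected at 1 hr. Across genes, Spearman's rho was 0.22 at 15 min, 0.18 at 30 min and -0.03 at 1 hr, so longer genes had the more positive fold changes at the first pair of time points. Each library taken alone gave 0.30, 0.18 and 0.12 at 15 min and 0.14, 0.12 and 0.28 at 30 min, against -0.02, -0.12 and 0.09 for DMSO at 15 min. The two-sided exact permutation test gave 0.1 at 15 min, 0.1 at 30 min and 0.5 at 1 hr, where 0.1 is the smallest value that 3 libraries against 3 can reach. At 1 hr, rho was 0.17 in protein-coding genes and 0.12 away from opposite-strand genes. It was -0.20 with GC correction and -0.11 with GC correction away from opposite-strand genes, so its sign depended on the processing. Genes are not independent replicates.

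Differences between the time points were tested directly. Between 15 min and 30 min, 7 of 13038 genes differed in the joint limma fit, 4 higher and 3 lower at 30 min, and 1623 had an unadjusted p-value under 0.05. Apart from HIVEP2 and CD69 they were outside the naming rule and were chosen after their values were seen, namely MZF1, PPP1R16B and ANKRD28 (higher at 30 min) and ARRDC3 and RAG2 (lower at 30 min). The count was 0 without E7107 15 min replicate 2 and 0 without E7107 30 min replicate 2 (unadjusted p-value under 0.05 in 724 and 1344 genes), 69 without E7107 15 min replicate 3 and 21 without E7107 30 min replicate 3. It was 447 with GC correction. Between 30 min and 1 hr, 7010 genes differed, and between 15 min and 1 hr, 5924.

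The log2 fold changes at 15 min and 30 min correlated across genes (Pearson 0.75, Spearman 0.76), and the 943 genes changed at both times all moved in the same direction. Unchanged groups simulated against shared DMSO libraries gave a mean Pearson correlation of 0.50, with a range of 0.43 to 0.55 over 100 draws, and 0.02 genes changed at both times. The simulation drew each gene independently, whereas the real libraries carried GC trends shared across genes. Its range can therefore not decide whether an observed correlation differs from that of unchanged groups. The Pearson correlation was 0.18 between 30 min and 1 hr and -0.12 between 15 min and 1 hr, below the simulated range, and Spearman's rho was -0.04 and -0.01. Of the 1155 genes changed at both 30 min and 1 hr, 39.13% moved in the same direction, as did 65.45% of the 576 genes changed at both 15 min and 1 hr.

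**Figure D4:**
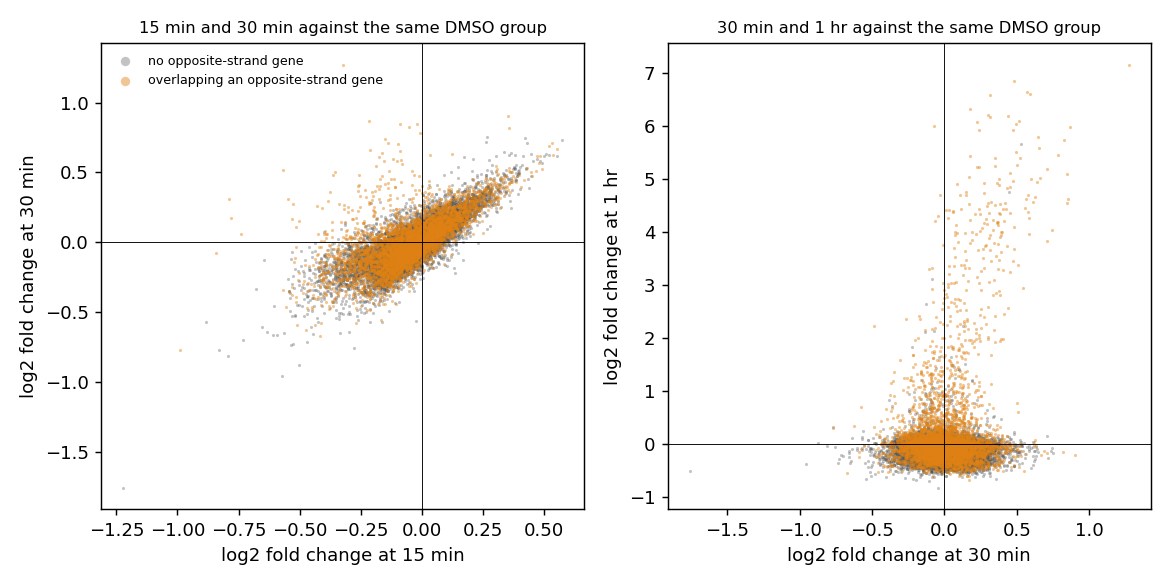
Log2 fold change against the same DMSO libraries at 15 min (horizontal) and 30 min (vertical) on the left, and at 30 min (horizontal) and 1 hr (vertical) on the right, where each point is a gene and genes overlapping an opposite-strand gene are orange. Pearson correlations are 0.75 and 0.18, and the points above 2 on the right are almost all orange.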

Values the study reported

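Among the gene families affected by SF3B1 inhibition, the study listed DDR genes with 44 affected transcripts, among them FANCA, ATM, ATR and CHEK2.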

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

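The tests of strand information in the 1 hr libraries and in E7107 30 min replicate 3, of the mitochondrial genes, of length-matched lists, of GC content in the splits of 15 min against 30 min, of the 15 min and 30 min changes at 1 hr, and of the differences to 1 hr away from opposite-strand genes under GC correction were chosen only after the result was seen. The results below differed between time points in a test of the difference itself (joint limma fit, adjusted p-value under 0.05, or camera on its statistics).

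Between 15 min and 30 min, 7 genes differed. HIVEP2 was higher by a log2 difference of 0.44 and CD69 lower by -0.40, each moving in the direction of its change against DMSO, and 3 of 3 libraries at 30 min lay beyond 3 of 3 at 15 min. The immediate early list differed with a camera adjusted p-value of 0.0144 at a median of -0.01, a value so close to 0 that it gives no direction. Of the 10 splits of these 6 libraries, 2 gave at least as many genes. The other one, which set 15 min replicates 1 and 2 with 30 min replicate 3 against the rest, gave 1217 genes and put together the libraries with a negative GC correlation. Under GC correction, that split gave 0 genes (1162 at an unadjusted p-value under 0.05), and the split by time gave 447 and was the only 1 of 10 to give as many. A GC trend between libraries may therefore account for the lead of that other split and may hide differences between 15 min and 30 min. With 10 splits, a share under 0.05 cannot be reached, so the count of splits cannot decide between chance and time. Under GC correction, the split by time had 2902 genes at an unadjusted p-value under 0.05, and every other split gave 0 changed genes.

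Between 30 min and 1 hr, 7010 genes differed, and between 15 min and 1 hr, 5924. In both cases 1 of the 10 splits of the 6 libraries gave as many genes, and the others gave 0, with up to 2337 and 1604 genes at an unadjusted p-value under 0.05. From 30 min to 1 hr, the named genes with negative log2 differences were NAB2 (-1.06), FLNA (-0.95), HIVEP2 (-0.92), HDAC5 (-0.87), TUBB (-0.82), PRKDC (-0.82), RAVER1 (-0.70), BCAS3 (-0.63), MYC (-0.45), NAGLU (-0.42), FANCG (-0.29) and FANCD2 (-0.25). Those with positive differences were MT-ND6 (2.82), EGR1 (1.3), CD69 (0.94), MT-ND5 (0.84), EGR3 (0.64), GTF2H1 (0.30), GTF2H2C (0.19), CHEK1 (0.18), FANCA (0.18), ATM (0.15) and CHEK2 (0.15). From 15 min to 1 hr, the differences were negative for FLNA (-0.73), TUBB (-0.72), PRKDC (-0.68), BCAS3 (-0.58), RAVER1 (-0.53), NAB2 (-0.53), MYC (-0.49), HIVEP2 (-0.48), NAGLU (-0.43), HDAC5 (-0.41), FANCD2 (-0.22) and FANCG (-0.19). They were positive for MT-ND6 (3.32), MT-ND5 (0.80), EGR1 (0.74), CD69 (0.54), FANCA (0.33), EGR3 (0.23), ATM (0.20), GTF2H2C (0.20) and GTF2H1 (0.17). The median of single-exon genes rose by 0.11 from 30 min to 1 hr and by 0.11 from 15 min to 1 hr, and that of immediate early genes was lower by -0.20 from 15 min to 1 hr.

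These differences to 1 hr are open to technical explanations, because the E7107 1 hr libraries also differ from the others in antisense reads and GC content. Away from opposite-strand genes and under GC correction, 4205 genes still differed between 30 min and 1 hr, of which 2960 were among the 7010, so those measured differences are not the whole cause. The corrected differences of the single genes named above were not tabulated, and a further difference in how the 1 hr libraries were made coincides with the time point and cannot be told apart from a change over time. The rise of MT-ND6 belongs to a set of minus-strand mitochondrial genes with a median log2 fold change of 3.00 at 1 hr, which argues against antisense transcription induced by E7107 by 1 hr as its source. The return of EGR1, EGR3 and CD69 toward DMSO at 1 hr remains a candidate biological change. None of these genes overlapped an opposite-strand gene. Under GC correction, EGR1 was at a log2 fold change of -1.77 at 30 min and -0.30 at 1 hr. EGR3 was at -0.95 and -0.09. For EGR1 and EGR3, these values argue against the GC trend as the whole cause. A further difference in how the 1 hr libraries were made stays open for all of them.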

How the results depend on the processing

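For the named genes, 51 results gave 1013 values under alternatives, of which 945 kept their direction and their side of the threshold, 12 lost their call, 32 gained one and 24 changed direction. The other results gave 499 values, of which 396 stayed as they were. Except where stated, the cause of a change was not tested. Genes that overlap an opposite-strand gene, and 2 named genes without GC content, give no value under the corresponding alternatives.

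At 15 min, the count was 3106 with GC correction (1220 shared), 2228 in the edgeR likelihood ratio test, 761 away from opposite-strand genes (fewer genes tested), 187 at an adjusted p-value under 0.01 and 14 at 1.5-fold. The higher genes outnumbered the lower ones with 978 against 829 after centring, 946 against 852 in edgeR quasi-likelihood (1247 against 988 with the block), 1155 against 1073 in the likelihood ratio test, 1076 against 733 in DESeq2, and 939 against 823 with length correction. The same held with 1760 against 1346 under GC correction, 2012 against 1524 with the block and GC correction, 1048 against 838 with GC correction away from opposite-strand genes, and 107 against 80 at an adjusted p-value under 0.01. Leaving out 1 library gave 51 against 28 without DMSO replicate 2, 231 against 153 without DMSO replicate 3 and 365 against 347 without E7107 15 min replicate 2. At 30 min, the count was 1394 at an adjusted p-value under 0.01 and 52 at 1.5-fold. There, the higher genes led by more than in the main fit in the edgeR likelihood ratio test (1806 against 1152), edgeR quasi-likelihood (2043 against 1508, and 1853 against 1375 with the block), DESeq2 (2113 against 1685), after centring (1979 against 1591), with length correction (1846 against 1622), with GC correction (2625 against 2303, and 2751 against 2358 with the block), with the block alone (1474 against 1357), with a mean CPM of at least 5 (1738 against 1580) and at an adjusted p-value under 0.01 (819 against 575). They also led with 1742 against 1585 with GC correction away from opposite-strand genes, 730 against 539 without DMSO replicate 2, 1827 against 1152 without DMSO replicate 3 and 1116 against 871 without E7107 30 min replicate 2. The lower genes outnumbered the higher ones away from opposite-strand genes (1238 against 1189, and 1412 against 1337 without E7107 30 min replicate 3), without E7107 30 min replicate 1 (1180 against 1178) and without replicate 3 (2376 against 2183). At 1 hr, the count was 2831 away from opposite-strand genes, 947 there with GC correction (626 higher, 321 lower) and 2021 at 1.5-fold (1995 higher, 26 lower). Over all genes at 1 hr, the higher genes outnumbered the lower ones with 3283 against 1322 under GC correction (3318 against 1303 with the block), 3694 against 3351 with length correction, 3119 against 2906 in edgeR quasi-likelihood (2970 against 2783 with the block), 3234 against 3121 in the likelihood ratio test and 2991 against 2946 in DESeq2. Between 15 min and 30 min, the count was 15 in edgeR quasi-likelihood, 447 with GC correction and 309 with GC correction away from opposite-strand genes. Away from opposite-strand genes, it was 4006 between 30 min and 1 hr and 3280 between 15 min and 1 hr, and with GC correction there 4205 and 3547.

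Same-numbered libraries correlated above 0.1 for all 3 replicates at 30 min only. Their correlations were -0.106, 0.139 and 0.10 at 15 min and 0.037, -0.177 and -0.107 at 1 hr. With the replicate block, 2111 genes were changed at 15 min, 2831 at 30 min and 6262 at 1 hr, and 3 differed between 15 min and 30 min. In edgeR quasi-likelihood with the block, the count at 15 min was 2235. With the block and GC correction, it was 3536 at 15 min and 5109 at 30 min. At 30 min, the block alone changed no call of a list or a named gene and moved the count by less than 1.5 times.

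Among the lists, DDR genes at 15 min kept their call at a median of 0.03 with median centring, edgeR quasi-likelihood, the likelihood ratio test and DESeq2, and at 0.02 in edgeR with the block. Their call was lost at 0.03 with GC correction (with and without the block), at 0.02 with length correction and with GC correction away from opposite-strand genes, and at -0.01 with a mean CPM of at least 5, away from opposite-strand genes and under fry. At 1 hr, DDR genes gained a call at 0.01 over all genes and at 0.00 after centring, and were at -0.01 away from opposite-strand genes. Immediate early genes lost their call at 1 hr with a mean CPM of at least 5 (-0.25), GC correction with and without the block (-0.07), length correction (-0.18), and GC correction away from opposite-strand genes (-0.05). At 30 min, they gained one with GC correction with and without the block (0.00), and at 0.02 after centring, in the likelihood ratio test and in DESeq2. Single-exon genes lost their call at 15 min with length correction (-0.01). At 30 min, they lost it at -0.05 with a mean CPM of at least 5 and with GC correction with and without the block, at -0.07 with GC correction away from opposite-strand genes and at -0.08 under fry, and at 0.01 with length correction. At 1 hr, they were at -0.01 with a mean CPM of at least 5, -0.16 with length correction and -0.04 away from opposite-strand genes. Histone genes were at 0.02 with a mean CPM of at least 5 and 0.01 with length correction at 15 min. At 1 hr, they were at 0.10 with GC correction with and without the block, 0.14 with it away from opposite-strand genes, and -0.71 with a call under length correction. Under fry, calls were gained by U2 genes at 30 min (0.09) and 1 hr (-0.28) and by histone genes at 30 min (-0.14) and 1 hr (-0.12).

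Leaving out each library in turn gave from 79 (without DMSO replicate 2) to 2672 genes (without E7107 15 min replicate 3) at 15 min, from 1269 (without DMSO replicate 2) to 4559 (without E7107 30 min replicate 3) at 30 min, and from 5496 to 6748 at 1 hr. Between 15 min and 30 min, it gave from 0 to 69, where the fits with 0, without replicate 2 of either group, had 724 and 1344 genes at an unadjusted p-value under 0.05. The median of DDR genes ranged from -0.01 to 0.01 at 15 min and from -0.03 to 0.03 at 1 hr, that of immediate early genes from -0.02 to 0.04 at 15 min and from -0.02 to 0.07 at 30 min, and that of single-exon genes from -0.13 to -0.09 at 15 min.

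The correlation of fold change with gene span at 1 hr was 0.09 with a mean CPM of at least 5, 0.17 in protein-coding genes, 0.12 away from opposite-strand genes, -0.20 with GC correction and -0.11 with both. The other settings kept the sign at every time point.

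Depth was lowest at 1 hr, at 42153553 reads in the shallowest library. Thinning every library of that comparison to this total kept 2635 of the 2705 higher genes (97.41%) and added 39, so depth set few of these calls. Genes below a mean CPM of 1 entered only without the filter, where 7089 of 15186 genes were changed at 1 hr (3264 higher, 3825 lower), among them the 6465.

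Named genes that changed direction had no call. With GC correction, with and without the block, these were ATM (0.02) and ATR (0.03) at 30 min and ATR (-0.01) at 1 hr. With length correction, they were CHEK1 (0.01) at 15 min and SF3B1 (0.08) and FANCD2 (0.06) at 1 hr. CHEK1 at 15 min was at 0.03 after centring, in both edgeR tests and in DESeq2, and at 0.02 in edgeR with the block. At 1 hr, SF3B1 was at 0.03 in the edgeR tests with and without the block and at 0.02 in DESeq2. Leaving out 1 library gave FANCG from -0.01 to 0.06 and ATM from -0.08 to 0.01 at 30 min, CHEK1 from -0.04 to 0.05 at 15 min, and ATR from -0.04 to 0.07 at 1 hr.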

Other observations

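The tests chosen only after the result was seen here are those of strand information, of counting without regard to strand, of mitochondrial genes, of E7107 30 min replicate 3, of the 15 min and 30 min changes at 1 hr, and of length-matched lists.

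The higher genes at 1 hr lay mostly opposite other genes, with 94.65% of the genes at least 4-fold higher overlapping one. A candidate explanation is that the E7107 1 hr libraries carry no strand information while the DMSO libraries do. Across 1266 genes under 1 CPM in DMSO that rose, the 1 hr CPM followed the DMSO CPM of the opposite gene (Spearman's rho 0.43 across genes, and 0.46 among the 1089 whose exons overlap), at a median of 12.2% of it with quartiles of 6.5% and 23%. The tables argue against 3 other accounts. Counting without regard to strand would discard reads in overlapping exons as ambiguous, yet 84.85% of the genes with almost no other exons were higher (28 of 33, median log2 fold change 3.24). These genes were at 1 CPM or more in DMSO, so that the filter could not set their direction, had at least 95% of their exon bases opposite exons of other genes, and lay opposite a gene at 10 CPM or more. After thinning all libraries to the total of the shallowest one, 98.04% of the higher genes opposite other genes (2248 of 2293) kept their call, which argues against lower depth. Antisense transcription induced by E7107 would spare the mitochondrial genome, which has no introns, but its 7 minus-strand genes had a median log2 fold change of 3.00 (2.22 to 7.66), against 0.02 for 15 plus-strand genes (-0.12 to 0.41). MT-ND6 rose from 88.1 ± 8.82 to 550.5 ± 34.5 CPM (SD, n = 3). The sample labels give strand-specific preparation for all 12 libraries, which conflicts with the unstranded preparation named in the description of the series.

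In E7107 30 min replicate 3, the 66 antisense genes used for this test were all above replicates 1 and 2, by a median of 12.44% of their rise at 1 hr (quartiles 9.51% and 17.58%). Measured against the DMSO mean instead, the medians were -1.37%, -0.56% and 11.67% of that rise for replicates 1, 2 and 3. This may reflect a small part of reads without strand information in that library. Of these genes, 0% had all 3 replicates above DMSO, which argues against antisense transcription induced by E7107 by 30 min. Without this library and away from opposite-strand genes, 2749 genes were changed at 30 min, against 2427 with it.

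The genes lower at 1 hr were rich in GC, and a GC trend between libraries is a candidate explanation. Away from opposite-strand genes, 321 genes were lower after GC correction, against 2430 before, and 283 were lower in both. For the 15 min and 30 min changes, GC correction argues against the same trend as the whole cause, since 91.73% and 96.48% of the changed genes (1220 of 1330 and 3206 of 3323) stayed past the threshold. With the replicate block and GC correction together, 3186 of the 3323 genes at 30 min stayed.

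The DMSO group of another time point cannot be told apart from E7107 at 15 min and 30 min, since no DMSO library was collected then. Away from opposite-strand genes and under GC correction, 3.51% of the genes changed at 15 min (66 of 1883) were changed in the same direction at 1 hr and 136 in the other. At 30 min the share was 3.01% (100 of 3322), with 212 in the other direction. Handling or medium change may thus account for part of the early changes, and a transient effect of E7107 stays open as well.

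EGR1, EGR3 and FOS fell at 15 min and 30 min, EGR3 and FOS having been chosen for this paragraph after their values were seen. At 30 min, GC correction left EGR1 at a log2 fold change of -1.77, which argues against a GC trend. At 1 hr against the time-matched DMSO group, EGR1, EGR3 and FOS were called lower at -0.51, -0.37 and -0.35 (limma adjusted p 0.000805, 0.00185 and 0.00111, n = 3). Under GC correction, EGR1 was still called at -0.30 (limma adjusted p 0.0231), and EGR3 and FOS were at -0.09 and -0.08 without a call. Genes of this kind may respond to handling within minutes, so a DMSO group of another time point could explain the early fall, and it cannot be told apart from E7107 without DMSO libraries at 15 min and 30 min.

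The lower median of single-exon genes at 15 min and 30 min was weighed against 3 technical accounts. Low expression of the list is argued against as the whole cause, because 0.01% and 0% of 10000 expression-matched random lists had a median as low at 15 min and 30 min. It may still account for part, since these lists had medians of -0.08 and -0.03, against -0.11 and -0.08 for single-exon genes. Short length of the list remains open, because 16.49% and 43.48% of 10000 length-matched lists of multi-exon genes had a median as low. Reads shared between pseudogenes and parents remain open too, since protein-coding single-exon genes had medians of 0.01 and 0.03 while the others had -0.14 and -0.10. No biological explanation was tested for this list.

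For the counts against DMSO, 1 of the 10 splits of the 6 libraries gave as many changed genes at 15 min, 1 of 10 at 30 min and 1 of 10 at 1 hr, namely the real one. The other splits gave 0 changed genes, with up to 1231, 846 and 568 genes at an unadjusted p-value under 0.05. At 30 min, where same-numbered libraries were treated as paired, the real split was 1 of 4 that part all 3 pairs, and the other 6 splits part 1 pair. With 10 splits no share under 0.05 can be reached.

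At 15 min, 17 of the 156 DDR genes were changed, at 30 min 47 of 157 and at 1 hr 53 of 156. With GC correction away from opposite-strand genes, 17 were higher and 9 lower at 15 min, of 86 tested. There, 20 were higher and 15 lower at 30 min, of 87, and 4 of 86 were changed at 1 hr. The number quoted from the study above concerns other samples treated for longer, with a gene list and a test chosen by the study. The counts here take either direction at a limma adjusted p-value under 0.05 without a fold minimum. They can therefore not be ranked against that number. The corrected counts also rest on fewer genes.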
